A study of Mus musculus with 10 samples.

How the data were processed

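Total RNA from sorted mouse mammary epithelial cells was sequenced in 10 libraries. Per the labels' protocols, the 4th mammary glands of 12-week-old C57BL/6J mice were digested with collagenase, cells were sorted on a FACSAria for EpCAM, CD49f, Sca-1 and CD49b, and libraries were made with a TruSeq RNA kit from RNA of RIN 8. Per the labels, genotype is RSK2(+/+) or RSK2(-/-) and stage is estrus or diestrus. The titles of the KO libraries also carry the word WT, so groups were taken from the genotype entry and the library names, which had the same genotype in each case. Nothing in the labels says whether each library came from one mouse or from a pool, so the p-values measure the spread between libraries.

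Per the submitters' processing notes, reads were aligned to mm10 with STAR, counted with HTSeq and processed with DESeq2. These notes give no versions, settings or gene annotation release. The deposited values are a score per gene and library: normalized read counts that the authors rounded to whole numbers, not raw counts and not divided by gene length. Evenly spaced missing or doubled whole numbers show that each library was divided by its own factor. The factors were read from that spacing in values up to 150 (largest error 0.0001 on simulated libraries), and they ran from 0.837 to 1.18. Multiplied back, they give an estimated 12.0 to 16.7 M reads per library, against totals of 14.1 to 15.3 M normalized counts.

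The table held 26312 Ensembl genes, of which 26249 have a symbol in GENCODE M21 and 63 do not. Positions, transcript lengths and GC content came from that annotation of GRCm38. Values were used on the scale log2(value + 1), and 15180 genes with a mean of at least 10 normalized counts over all 10 libraries were tested. limma 3.58.1 in R 4.3.3 fitted 1 mean per group over all 10 libraries, with a trend of the spread on the level, and two-sided contrasts were adjusted over all tested genes (Benjamini-Hochberg, threshold 0.05). This was the test laid down for normalized values. The 6 contrasts were KO against WT at estrus, at diestrus and averaged over both stages, estrus against diestrus in WT and in KO, and the interaction. In the groups of 2 libraries the spread was borrowed from the other groups. Single values of Rps6ka3, its paralogs and the sort proteins were also compared by an exact two-sided permutation test. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

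A set of 35 gene lists was tested with limma's camera (two-sided, preset inter-gene correlation 0.01, adjusted over the lists of each contrast), and again with an estimated correlation, in the 33 lists with at least 5 tested members. Of the 46 list calls with the preset correlation over all contrasts, 0 held with an estimated correlation. The lists covered hormone-sensing luminal identity, estrogen-induced, progesterone-induced, and prolactin and STAT5 genes, ERK feedback, immediate-early and EGF family genes, and the cell cycle. They also covered p53 targets, DNA repair, apoptosis, the unfolded protein, integrated stress, heat shock, NRF2 and interferon responses, ribosomal proteins, translation factors, and oxidative phosphorylation and mitochondrially encoded genes. The rest were cholesterol and fatty acid synthesis, circadian clock, Notch and Wnt, matrix, and TGF-beta, BMP and IGF genes, X chromosome neighbours of Rps6ka3, and markers of luminal progenitor, basal, fibroblast, endothelial, adipocyte, macrophage, lymphocyte and erythroid cells.

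The groups, tests, lists, alternatives and the rule for named genes were fixed before the data were examined. The rule named Rps6ka3 and its paralogs, the 4 proteins of the sort, and, per contrast, the 10 genes with the largest rise and the 10 with the largest fall among those called, with a mean of at least 50, a symbol that is not a predicted gene and no overlap between the groups. It also named up to 4 called members per list, and for lists without a call at most 2 members of highest expression. Genes outside the rule are marked as such where they appear.

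The alternatives were other pseudocounts (0.5 and 5), no filter or a mean of at least 50, libraries scaled to equal totals or by quantile normalization, a fit without the trend in the spread, library weights, replicate numbers as a block, the compared groups alone, and each library left out in turn. Added after seeing the data were a trimmed mean scaling (30% of log ratios and 5% of mean levels trimmed), removal of each library's smooth trend on transcript length and GC content (known for 15146 of the tested genes), and omission of KO estrus 1 and 3 together. That omission leaves 1 KO estrus library, whose spread is borrowed from the other groups. Tests on whole read counts and the scaling planned for them were not run, because in libraries with a factor above 1 different read counts share 1 rounded value.

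The fit was tested on simulated data with the groups of this design. Of genes changed 1.5, 2 and 4 fold at estrus, 4.5%, 57.6% and 87.7% were called, with 3 false calls among 15158 genes, and at diestrus 9.1%, 35.4% and 84.8%, with 5 false calls. A length trend added to the simulated KO estrus libraries gave 72 false calls, and 4 after the trend was removed. camera called a raised list and 0 of 30 unchanged lists. In the deposited data no list call held with an estimated correlation. The simulated lists thus cannot settle whether genes that vary together gave list calls there. The median SE of a log2 difference was 0.21 at estrus and 0.26 at diestrus.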

Results

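RNA was sequenced from luminal mammary epithelial cells of 12-week-old C57BL/6J mice, sorted for high EpCAM, low CD49f, Sca-1 and no CD49b. This gate holds the hormone-sensing luminal cells. Wild-type mice (WT) were compared with mice labelled as lacking RSK2 (KO), a kinase activated by ERK1/2 and encoded by Rps6ka3. There were 3 WT and 3 KO libraries of estrus and 2 WT and 2 KO libraries of diestrus. The series title poses the question of what RSK2 does for the handling of estrogen. The normalized read counts added up to between 14108057 and 15307238 per library, and between 20831 and 22122 genes were above 0. The 3 KO estrus libraries lay apart from all others on the first principal component, which held 29.3% of the variance (scores of 37.4 to 55.8 against -33.1 to -5.50). Pearson's r between libraries of one group ran from 0.962 to 0.981, and between groups from 0.938 to 0.979.

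Rps6ka3 (ENSMUSG00000031309, GRCm38 chromosome X, 159210307 to 159368244) was not lower in the KO libraries. At estrus it had 159 ± 4.16 normalized counts in KO (SD, n = 3) and 134 ± 4.93 in WT (n = 3), with an exact two-sided permutation p of 0.1, the smallest that 3 against 3 allows. At diestrus it had 160.5 ± 6.36 counts in KO (n = 2) and 152 ± 18.4 in WT (n = 2), with an exact permutation p of 1, where 0.333 is the smallest possible. Averaged over both stages, the limma log2 difference was 0.17 ± 0.13 (SE, adjusted p = 0.561). The count covers the whole gene, and whether a transcript with a disrupted part remained was not measured, so this value does not check the genotype labels. Among the paralogs at estrus, Rps6ka1 had 1871 ± 320 counts in KO and 1998 ± 111 in WT, Rps6ka2 had 13 ± 1 and 7.67 ± 3.21, and Rps6ka6 had 54 ± 9.54 and 70 ± 22.6. None of these paralogs passed the test. Of the proteins used for the sort, Epcam had 41326 ± 7659 counts in KO estrus and 39551 ± 3724 in WT estrus. Ly6a, which encodes Sca-1, had 25222 ± 3183 and 23484 ± 7791. Itga6 (CD49f) had 3112 ± 294 and 4238 ± 489 (adjusted p = 0.0852), and Itga2 (CD49b) 109 ± 59.6 and 206 ± 13.3 (adjusted p = 0.0732).

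At estrus Sept4 and Cenpa were higher in the KO than in the WT libraries, and Myb, Etv5 and Sec24d were lower. Myb (ENSMUSG00000019982, chromosome 10, 21124935 to 21160984), a transcription factor of estrogen receptor positive cells, fell from 419 ± 139 normalized counts in WT to 114 ± 29.7 in KO (SD, n = 3 and 3; limma log2 -1.85 ± 0.27, SE, adjusted p = 0.0125). Etv5, a transcription factor induced by ERK signalling, fell from 233 ± 70.3 to 81 ± 16.1 (log2 -1.49 ± 0.24, adjusted p = 0.0165). Sec24d (ENSMUSG00000039234, chromosome 3, 123267455 to 123365641), a coat protein of vesicles leaving the endoplasmic reticulum, fell from 2696 ± 114 to 1115 ± 192 (log2 -1.29 ± 0.16, adjusted p = 0.00768). Among the largest rises were those of Sept4 at log2 2.11 ± 0.33, Slc41a3 at 1.89 ± 0.34, Ramp1 at 1.80 ± 0.35, Cenpa at 1.64 ± 0.27, Bex1 at 1.56 ± 0.32, Stmn1 at 1.48 ± 0.25, Tmem158 at 1.48 ± 0.29, Wdfy1 at 1.45 ± 0.26 and Zbtb4 at 1.44 ± 0.28. The largest falls were those of the copper transporter Atp7b at -4.83 ± 1.07, the glucose transporter Slc2a3 at -3.43 ± 0.77, Bnc1 at -2.77 ± 0.51, Plekhs1 at -2.46 ± 0.53, Nrxn3 at -2.37 ± 0.47, Ctsr at -2.36 ± 0.49, Gcnt1 at -2.31 ± 0.55, Zfp951 at -2.01 ± 0.33, Il1rl1 at -1.97 ± 0.46 and the collagen prolyl hydroxylase P4ha2 at -1.93 ± 0.42.

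**Figure D1:**
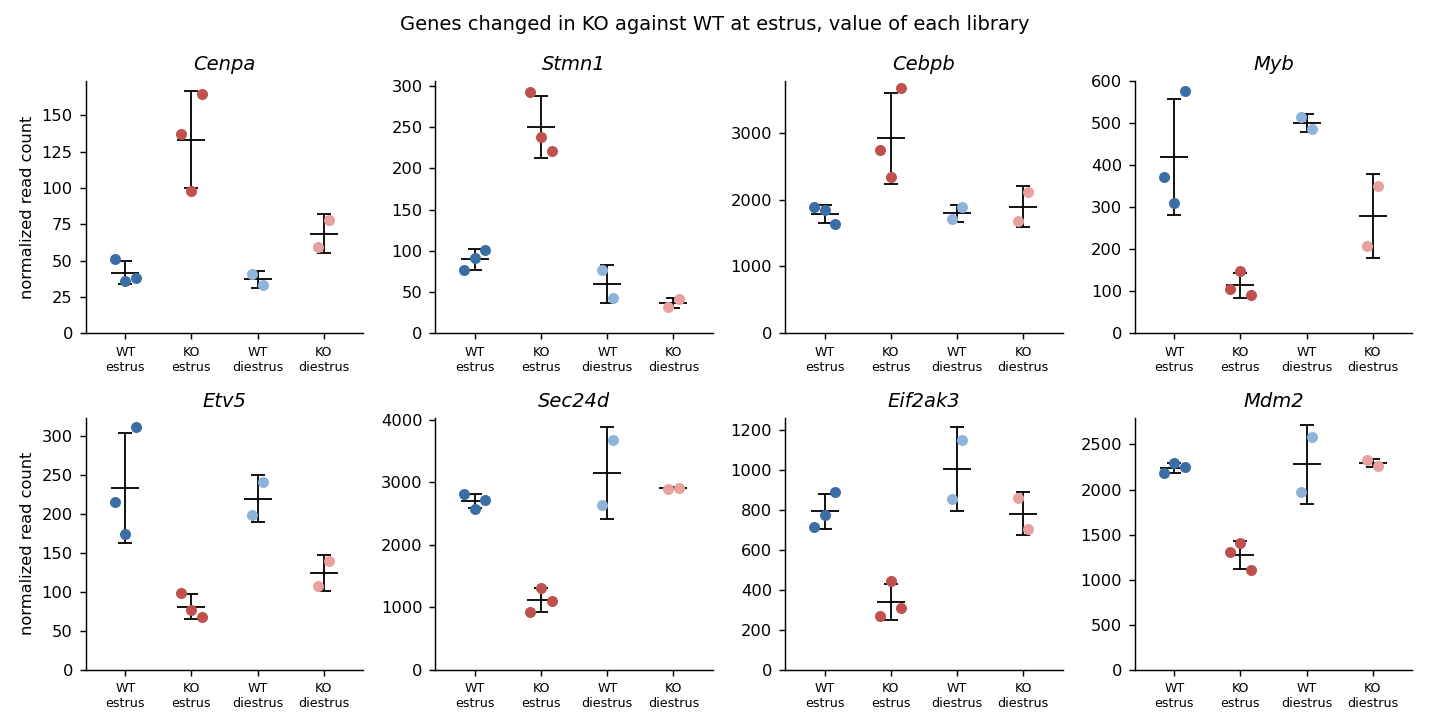
Normalized read count per library of 8 genes named at estrus, in WT and KO libraries of both stages (points), with mean and SD (bars). For Sec24d the KO estrus libraries lie between 931 and 1315 counts and the WT estrus libraries between 2577 and 2804.

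At adjusted p under 0.05, limma called 637 of 15180 genes at estrus, 191 higher and 446 lower in KO, and 161 of them had an absolute log2 difference above 1. In all 637 the values did not overlap between the KO and WT estrus libraries. At an unadjusted p under 0.05 there were 3919 genes (limma), where 759 were expected by chance. The count of 637 depended on the libraries in the fit. It was 67 without WT estrus 2, 67 without WT estrus 3 and 73 without KO estrus 1. It was 552 without KO estrus 2, 850 without WT estrus 1 and 910 without KO estrus 3. Omission of a diestrus library also lowered it, although no diestrus library enters the estrus difference (Wdfy1 stayed at log2 1.45). A lower count thus does not by itself show that calls rested on the omitted library. None of these omissions turned the direction of a gene that was named and called at estrus. The balance between the directions rested on the scaling. Under equal totals 271 were higher and 303 lower, and under quantile normalization 397 and 423. The count was also 214 after each library's trend on transcript length and GC content was removed, 89 with no filter on low values and 44 without a trend in the spread. It was 229 with library weights, 996 with replicate numbers as a block and 23 with the estrus libraries alone. Of 52 genes named and called at estrus, 49 were no longer called without a trend in the spread and 49 with the estrus libraries alone. With no filter on low values 41 were lost, with library weights 26, and with equal totals or quantile normalization 1. Omission of KO estrus 1 and 3 together left 1 KO estrus library, so that fit cannot show what the calls rest on.

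As groups, by camera with the preset correlation, the ribosomal protein, oxidative phosphorylation and cell cycle lists were higher in KO at estrus. All 81 cytosolic ribosomal protein genes had a log2 difference above 0 (median 0.68), among them Rps20 with 2593 ± 665 counts against 1436 ± 173 (log2 0.83 ± 0.17, adjusted p = 0.0314) and Rpl10a at log2 0.80 ± 0.18. Of these 81 genes, 12 rose over all genes and 79 adjusted over the list alone, and the list was called by camera (adjusted p = 3.9e-31; adjusted p = 0.793 with an estimated correlation). Of 79 oxidative phosphorylation genes, 4 rose over all genes, the complex I subunits Ndufa3 (log2 0.62 ± 0.14) and Ndufb9 (0.58 ± 0.14) with Atp5g2 and Uqcr10. Adjusted over the list alone 50 were higher and 1 lower, with a median of 0.43 (camera adjusted p = 2.8e-16; adjusted p = 0.793 with an estimated correlation). With 1 library left out, those higher ran from 0 to 54 and those lower from 0 to 2. Of 36 cell cycle genes the centromere histone Cenpa, at 133 ± 33.7 counts against 41.7 ± 8.14, and the mitotic gene Cdca8 (log2 1.45 ± 0.37, adjusted p = 0.048) rose over all genes, and 10 were higher adjusted over the list alone. This last count ran from 1 to 13 with 1 library left out. The median was 0.80 (camera adjusted p = 1.2e-05; adjusted p = 0.793 with an estimated correlation). With 1 library left out, the counts over all genes ran from 0 to 76 for the ribosomal genes, with 76 without KO estrus 3, from 0 to 12 for oxidative phosphorylation and from 0 to 2 for the cell cycle. Each of these 3 counts was 0 without WT estrus 2, WT estrus 3 or KO estrus 1, and without any 1 of the 4 diestrus libraries the first 2 were 0. The ribosomal count was 3 without KO estrus 2. That of oxidative phosphorylation was 11 without WT estrus 1 and 12 without KO estrus 3. That of the cell cycle was 1 without WT estrus 1, KO estrus 2, KO estrus 3, WT diestrus 1, KO diestrus 1 or KO diestrus 2. The 3 camera calls were kept in all 10 of these fits. The size of the ribosomal difference rested on KO estrus 1, without which the median was 0.44. The mean ribosomal score was 0.90, 0.34 and 0.03 in KO estrus 1, 2 and 3, against -0.18, -0.25 and -0.29 in WT estrus 1, 2 and 3. Short transcripts were higher in the same libraries: per doubling of transcript length, the values of KO estrus 1, 2 and 3 changed by -0.183, -0.0649 and -0.188 on the log2 scale relative to the mean of all libraries, against -0.0549, 0.0839 and 0.0338 in WT estrus 1, 2 and 3. Without that trend the medians were 0.46 for the ribosomal and 0.23 for the oxidative phosphorylation genes.

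**Figure D2:**
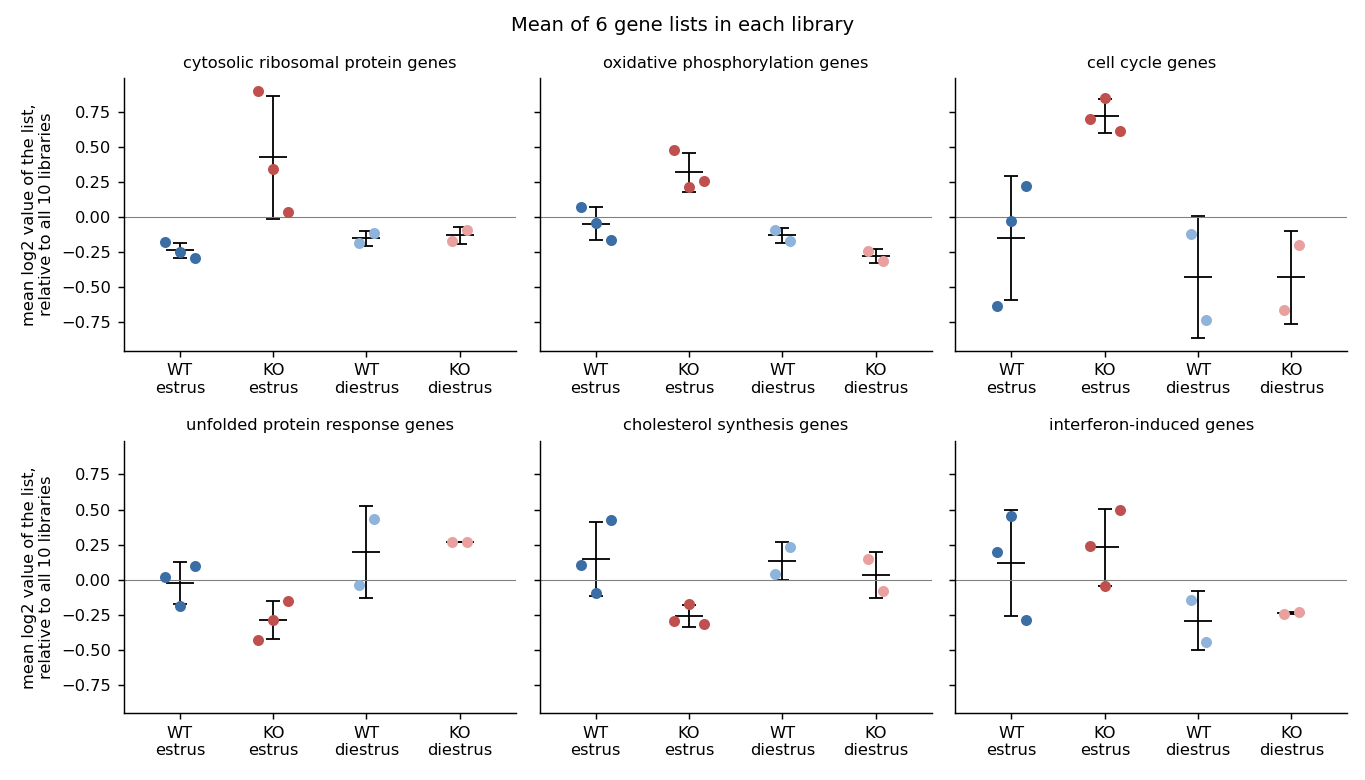
Mean log2 level per library of 6 gene lists relative to the mean of all 10 libraries (points), with the mean and SD of each group (bars). The ribosomal protein and oxidative phosphorylation genes are highest in the KO estrus libraries, and the unfolded protein response genes have their lowest group mean there, although WT estrus 2 lies below KO estrus 3.

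As groups, by camera with the preset correlation, the cholesterol synthesis, unfolded protein response and p53 target lists were lower in KO at estrus, though few of their members were called. Of 23 cholesterol synthesis genes 3 fell over all genes, Sqle (log2 -0.96 ± 0.21) among them, and 7 members were lower adjusted over the list alone. This last count ran from 3 to 8 with 1 library left out. The median was -0.38 (camera adjusted p = 0.00316; adjusted p = 0.793 with an estimated correlation). Of 30 unfolded protein response genes Sec24d fell over all genes and 5 adjusted over the list alone, with a median of -0.26 (camera adjusted p = 0.00407; adjusted p = 0.987 with an estimated correlation). The count adjusted over the list alone ran from 1 to 8 with 1 library left out. Eif2ak3, which encodes the endoplasmic reticulum stress kinase PERK, was listed with the translation factors and not with the unfolded protein response genes. Eif2ak3 fell from 793 ± 88.3 to 340 ± 91.5 counts (log2 -1.25 ± 0.20). Of 30 p53 target genes 3 fell over all genes: Trp53inp1 from 12467 ± 3763 to 4387 ± 771 (log2 -1.47 ± 0.24), Mdm2 from 2241 ± 54.2 to 1274 ± 151 (-0.82 ± 0.14) and Ccng1 at -1.21 ± 0.24. Adjusted over the list alone 6 were lower and 1 higher, with a median of -0.24 (camera adjusted p = 0.0175; adjusted p = 0.793 with an estimated correlation). The p53 call was lost without WT estrus 1 (adjusted p = 0.0816) and without KO estrus 1 and 3 (0.0517), and its count over all genes was 0 without WT estrus 2, 0 without WT estrus 3 and 1 without KO estrus 1. Of the unfolded protein response genes 2 were called without WT estrus 1, and their median was -0.16 without KO estrus 1 and -0.40 without KO estrus 3. The cholesterol median was -0.17 without WT estrus 3, -0.23 without KO estrus 3 and -0.17 without KO estrus 1 and 3. The cholesterol count was 0 without WT estrus 2, WT estrus 3, KO estrus 1, KO diestrus 1 or KO diestrus 2, and 1 without WT diestrus 1 or WT diestrus 2.

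Genes of hormone sensing did not move as groups at estrus. Of 23 hormone-sensing luminal genes Myb alone was called (median -0.09, camera adjusted p = 0.863). Of 26 estrogen-induced genes Tpd52l1 rose (349 ± 19.3 counts against 216 ± 40.4) and Myb fell, and the same genes were called adjusted over the list alone (median 0.07, camera adjusted p = 0.787). The Tpd52l1 call was lost without WT estrus 2, KO estrus 1, KO estrus 2 or any 1 of the 4 diestrus libraries. Without KO estrus 3 there were 2 called hormone-sensing genes. The receptor genes Esr1 and Pgr, which lie outside the naming rule, were added after their values were seen. Esr1, the estrogen receptor, had 1754 ± 492 counts in KO and 2333 ± 868 in WT (adjusted p = 0.351), and Pgr, the progesterone receptor, 885 ± 123 and 1026 ± 108 (adjusted p = 0.479). The 14 progesterone-induced genes (median -0.16, camera adjusted p = 0.863) and the 11 prolactin and STAT5 genes (median 0.01, mean -0.01, camera adjusted p = 0.969) had no call over all genes. Areg, an estrogen-induced EGF receptor ligand, had 19284 ± 7649 counts in KO and 17361 ± 560 in WT, and the prolactin receptor Prlr 41520 ± 4400 and 40711 ± 7343. Of 21 ERK feedback genes Etv5 fell, and 3 were higher and 2 lower adjusted over the list alone (camera adjusted p = 0.984). Those 3 and 2 ran from 0 to 3 and from 1 to 3 with 1 library left out. Without WT estrus 1 or KO estrus 2 there were 2 called ERK feedback genes. Their median was -0.07, their mean 0.03, and the median's sign turned when the length trend was removed.

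The stress-related lists split. Of 33 NRF2 genes G6pdx (log2 -0.79 ± 0.14), Txnrd1 (-0.69 ± 0.16) and glutathione reductase Gsr (-0.64 ± 0.15) fell and the glutathione transferase Gstm4 (0.73 ± 0.16) rose, and adjusted over the list alone 6 were higher and 5 lower (median 0.01, camera adjusted p = 0.967). Those 6 and 5 ran from 2 to 5 and from 3 to 5 with 1 library left out. Of 31 integrated stress response genes Cebpb rose from 1789 ± 131 to 2920 ± 686 counts (list median -0.08, camera adjusted p = 0.92). Of 61 translation factors 4 rose, Eef2 (0.79 ± 0.19), Eif1b (0.71 ± 0.18) and Eif3k (0.55 ± 0.13) among them, and Eif2ak3 fell (median -0.03, mean 0.03, camera adjusted p = 0.863, with the sign of the median turning under equal totals, quantile normalization and removal of the length trend). The 30 immediate-early genes had no call over all genes and 2 higher adjusted over the list alone, with a median of 0.30 (camera adjusted p = 0.00316; adjusted p = 0.793 with an estimated correlation), and the call was lost when the length trend was removed (adjusted p = 0.0612). Their median stayed at 0.29 in that fit (quartiles 0.02 and 0.55 before, 0.01 and 0.49 after). The mean z score of the members fell from 1.10 to 0.821. That of all other genes rose from -0.0805 to 0.0523. The size of the median thus did not end the call. It was 0.19 without WT estrus 1 and 0.17 without KO estrus 3, with the call kept. With 1 library left out, 0 to 3 immediate-early genes were higher over all genes and 0 to 7 adjusted over the list alone. The 10 macrophage markers had no called member and a median of 1.28 (camera adjusted p = 0.0211; adjusted p = 0.793 with an estimated correlation), lost without WT estrus 3 (0.246, median 0.69), KO estrus 1 (0.123) or KO estrus 2 (0.0503), without KO estrus 1 and 3 together (0.0691), with a mean of at least 50 (0.247) and with quantile normalization (0.0524). Cd74, a macrophage marker, had 353 ± 121 counts in KO and 155 ± 107 in WT. Csf1r, the other named macrophage marker, was not higher in KO. It had 187, 189 and 205 counts in KO estrus 1, 2 and 3, against 239, 194 and 192 in WT estrus 1, 2 and 3. Single members were also called in lists without a list call: Trbc2 rose among 5 lymphocyte markers (log2 1.13 ± 0.22), and Birc2 (-0.71 ± 0.15) fell among 24 apoptosis genes and Atr (-1.28 ± 0.22) among 34 DNA repair genes. Of 24 matrix genes 1 was lower over all genes, and 0 were (limma) without WT estrus 2, KO estrus 1 or any 1 of the 4 diestrus libraries. No NRF2 gene was called (limma) without WT estrus 2, WT estrus 3, KO estrus 1, KO diestrus 1 or KO diestrus 2. There were 2 without KO estrus 2 and 1 without WT diestrus 1 or WT diestrus 2. With each library left out in turn, Cebpb was called only without KO estrus 2. The 5 translation factors called were 0 without WT estrus 3 or KO estrus 1, 1 without WT estrus 2 or any 1 of the 4 diestrus libraries, 2 without KO estrus 2, 3 without WT estrus 1 and 10 without KO estrus 3. Trbc2 lost its call without WT estrus 2, WT estrus 3, KO estrus 1, KO diestrus 1 or KO diestrus 2, and Birc2 without these or KO estrus 2. Atr lost it without WT estrus 3 or KO estrus 1.

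The calls of single genes at estrus depended on the libraries in the fit. Of 52 genes named and called at estrus, 44 were no longer called without WT estrus 3, 44 without KO estrus 1 and 40 without WT estrus 2. The number lost was 16 without KO estrus 2, 11 without WT estrus 1 and 6 without KO estrus 3. Calls were also lost on omission of a diestrus library, which does not enter the estrus difference. Those losses cannot show what the estrus calls rest on. With the length trend removed, 33 were no longer called.

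The remaining lists had no list call at estrus by camera and no called member by limma over all genes. Their median log2 differences were -0.14 for 19 luminal progenitor and secretory genes (mean 0.02), -0.30 for 13 basal markers, 0.14 for 7 endothelial markers (mean -0.18), -0.02 for 5 adipocyte markers, -0.12 for 18 heat shock genes, 0.24 for 13 mitochondrially encoded genes and 0.13 for 33 interferon-induced genes. They were 0.05 for 19 fatty acid synthesis genes (mean -0.08), -0.17 for 18 circadian clock genes, -0.13 for 15 X chromosome neighbours of Rps6ka3 (mean 0.05), -0.08 for 26 Notch and Wnt genes (mean 0.08), 0.04 for 12 EGF family genes and 0.15 for 29 TGF-beta, BMP and IGF genes. The 4 fibroblast (median -0.89) and 3 erythroid markers (0.14) were too few to test. The sign of the median turned under equal totals for the adipocyte markers, under quantile normalization for the EGF family, and on removal of the length trend for the luminal progenitor genes, the X chromosome neighbours and the Notch and Wnt genes. In the lists with 1 called member each it turned as well: in the 24 apoptosis genes (median -0.02) under equal totals and quantile normalization, in the 24 matrix genes (median -0.16) on removal of the length trend, and in the 34 DNA repair genes it lay at 0.00 and turned under every scaling.

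**Figure D3:**
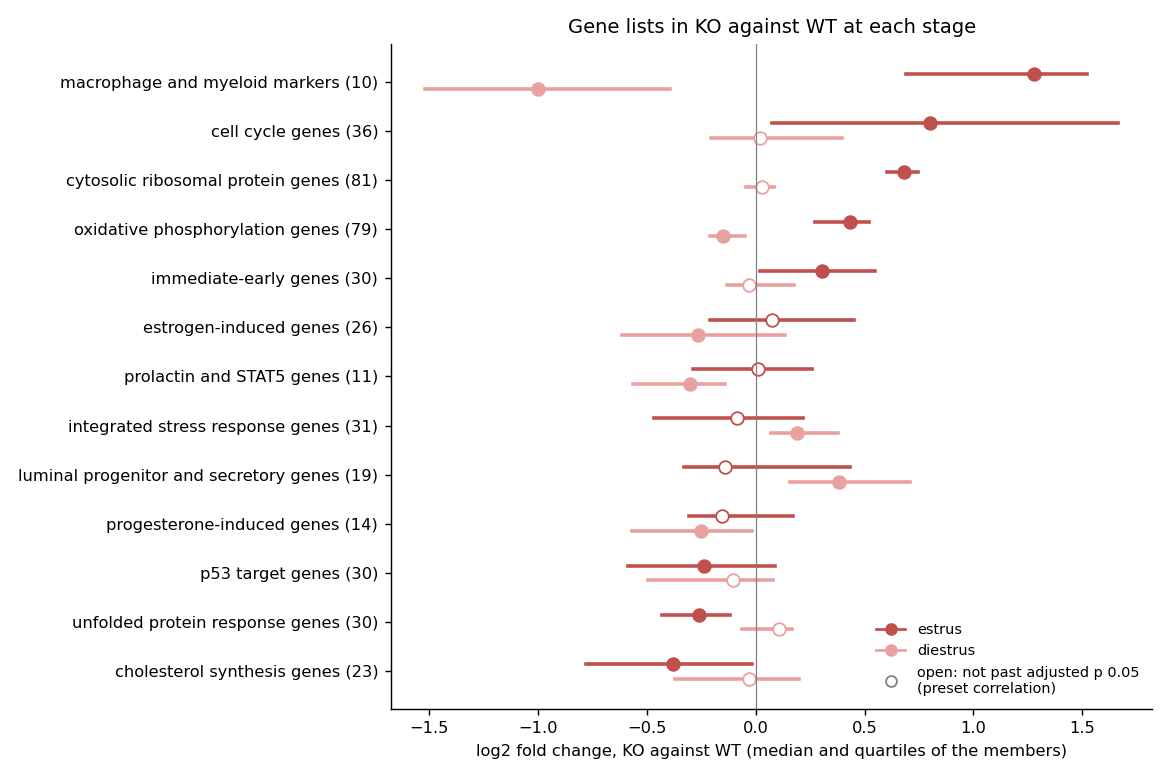
Median log2 difference between KO and WT with quartiles for 13 gene lists called at estrus or diestrus, where filled points passed an adjusted p of 0.05 in camera with the preset correlation. The ribosomal protein genes have a median of 0.68 at estrus (0.44 without KO estrus 1) and 0.03 at diestrus.

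At diestrus few genes differed between KO and WT. The paralogs Plac9a (ENSMUSG00000095304, chromosome 14, 25887506 to 25903100) and Plac9b rose in KO. Plac9a had 539 ± 174 counts in KO and 106 ± 24 in WT (n = 2 and 2, limma log2 2.32 ± 0.31, adjusted p = 0.0353), and Plac9b 526.5 ± 156 and 94 ± 24 (log2 2.46 ± 0.31). Ank (chromosome 15, 27466677 to 27594909), a membrane protein of pyrophosphate and ATP release, rose from 58 ± 0 to 192.5 ± 12 counts (log2 1.71 ± 0.25, adjusted p = 0.0421). Areg had 11578.5 ± 377 counts in KO and 22675 ± 112 in WT (log2 -0.97 ± 0.32, adjusted p = 0.595). Gm9780 lies between Plac9a and Plac9b (chromosome 14, 26027282 to 26042711), beside Tmem254c, as they lie beside Tmem254a and Tmem254b. Its call and those of Plac9a and Plac9b may thus be copies of 1 segment and not independent. At an unadjusted p under 0.05 there were 899 genes (limma), where 759 were expected by chance. limma called 6 genes, 4 higher and 2 lower, with D630003M21Rik, Gm9780 and Gm12873 among them. The count was 0 without any 1 of the 4 diestrus libraries (866, 471, 742 and 437 at an unadjusted p under 0.05 without WT diestrus 1, WT diestrus 2, KO diestrus 1 and KO diestrus 2), 1 without WT estrus 2, 15 without WT estrus 1 and 27 without KO estrus 3. It was 147 with library weights, 98 with the diestrus libraries alone, 14 without KO estrus 1 and 3, 3 with a mean of at least 50, 2 without a trend in the spread and 0 with no filter on low values (1413 at an unadjusted p under 0.05, limma).

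Several lists were called by camera at diestrus, with no called member over all genes. The 79 oxidative phosphorylation genes were lower (median -0.15, adjusted p = 1.2e-04; adjusted p = 0.886 with an estimated correlation), a call kept without each of the 10 libraries. Estrogen-induced genes were lower (median -0.26, adjusted p = 0.013; adjusted p = 0.444 with an estimated correlation), which was lost without KO diestrus 1 (0.0828) and with no filter on low values (0.135). Prolactin and STAT5 genes (median -0.30, adjusted p = 0.0101; adjusted p = 0.523 with an estimated correlation) lost the call without WT estrus 1 (0.0643) or KO diestrus 1 (0.0828) and with no filter (0.172). Their median was -0.54 without WT diestrus 1. Progesterone-induced genes (median -0.25, adjusted p = 0.0395; adjusted p = 0.523 with an estimated correlation) lost it without WT estrus 1 (0.148), WT estrus 2 (0.0568), WT diestrus 2 (0.163), KO diestrus 1 (0.0818) or KO diestrus 2 (0.0715). They also lost it with no filter (0.198), library weights (0.0529), replicate numbers as a block (0.0555) and the diestrus libraries alone (0.108). With no filter the medians of the estrogen-induced, prolactin and STAT5, and progesterone-induced genes were -0.16, -0.19 and -0.11. The progesterone median stayed at -0.25 with library weights, replicate numbers as a block and the diestrus libraries alone. Luminal progenitor and secretory genes were higher (median 0.38, adjusted p = 0.00172; adjusted p = 0.523 with an estimated correlation), lost without WT diestrus 2 (0.281, median 0.11). Integrated stress response genes were higher (median 0.19, adjusted p = 0.00172; adjusted p = 0.523 with an estimated correlation), lost without WT diestrus 1 (0.188, median 0.09) or KO diestrus 2 (0.132, median 0.09), with a median of 0.31 without WT diestrus 2. The macrophage markers were lower (median -0.999, adjusted p = 0.0179; adjusted p = 0.553 with an estimated correlation), lost without KO estrus 1 (0.102), WT diestrus 1 (0.188, median -0.57) or KO diestrus 1 (0.0828), without KO estrus 1 and 3 together (0.145) and with a mean of at least 50 (0.281). Their median was -1.69 without WT diestrus 2. The lymphocyte, endothelial and adipocyte markers had no list call, but single diestrus libraries stood apart. The mean lymphocyte score was 2.59 in KO diestrus 1, and the next highest was 0.20 in KO estrus 2. From WT diestrus 1 to KO diestrus 2 the scores ran from 0.96 to -0.93 (endothelial) and from 1.10 to -1.06 (adipocyte). Whether such cells account for the list calls was not tested.

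The genotype differences of both stages shared little across genes. Ank was the 1 gene called higher in both, where 0.0503 was expected for independent calls. Of the 637 genes called at estrus, 346 (54.3%) had the same sign at diestrus, and all 6 diestrus calls had the same sign at estrus. Pearson's r between the log2 differences of both stages was 0.15 and Spearman's rho 0.05, across genes, which are not independent replicates. The shared count was 0 without WT estrus 2, KO estrus 1, KO estrus 2 or any 1 of the 4 diestrus libraries, 3 without WT estrus 1, 3 without KO estrus 3 and 2 without WT estrus 3. It was 9 with library weights and 0 with no filter, a mean of at least 50, equal totals, no trend in the spread or the compared groups alone.

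Averaged over both stages, KO cells had more Sept4, Tmem158 and Ank and less Slc2a3, Bnc1, P4ha2 and Il33 than WT cells. Sept4, a septin, had 484 ± 85.3 and 264.5 ± 9.19 counts in KO at estrus and diestrus against 122 ± 67.7 and 53.5 ± 14.8 in WT (limma log2 2.21 ± 0.26, adjusted p = 0.00954). Slc2a3 had 10 ± 7.81 and 5.5 ± 6.36 against 111 ± 60.2 and 233 ± 238 (log2 -4.27 ± 0.61, adjusted p = 0.0172). The called members of the ERK feedback list went both ways, without a list call. The ETS factors Etv1 (log2 -1.10 ± 0.15, adjusted p = 0.0172), Etv4 (-1.65 ± 0.30, adjusted p = 0.0437) and Etv5 (-1.16 ± 0.19, adjusted p = 0.0318) fell. Hbegf, a ligand of the EGF receptor, rose (0.76 ± 0.14, adjusted p = 0.0457). These were the 4 called members (0 without any 1 of the diestrus libraries, 2 without WT estrus 1, WT estrus 3 or KO estrus 1) among 21 ERK feedback genes (3 lower and 1 higher adjusted over the list alone, median 0.13, mean 0.00, camera adjusted p = 0.856). Other genes with large differences were Slc41a3 (1.61), Plac9b (1.59), Plac9a (1.52), Bex1 (1.48) and Cald1 (1.27) among those higher, with Cenpa at 68.5 ± 13.4 counts in KO and 37 ± 5.66 in WT at diestrus, and Atp7b (-4.52), Ctsr (-2.41), Alox15 (-1.43), Myb (-1.37), Zfp951 (-1.30) and Dgki (-1.22) among those lower. The list members Flt1 (-1.98), G6pdx (-0.66), Sec24d (-0.69), Trp53inp1 (-1.01) and Eif2ak3 (-0.80) also fell. limma called 101 genes, 38 higher and 63 lower. The majority turned under equal totals (29 higher and 22 lower), without WT diestrus 1 (15 and 4), with no filter on low values (7 and 3) and without a trend in the spread (3 and 1). Removal of the length trend left 33 and 35. Of 29 genes named and called, all were lost without WT diestrus 2 or KO diestrus 2, 24 without KO diestrus 1, 22 without WT diestrus 1 and 13 without WT estrus 2, WT estrus 3 or KO estrus 1. The count was 0 without WT diestrus 2 (1238 at an unadjusted p under 0.05), 0 without KO diestrus 2 (1419), 15 without KO diestrus 1, 19 without WT diestrus 1, 43 without WT estrus 2, 42 without WT estrus 3, 59 without KO estrus 1 and 60 without KO estrus 2. It was also 10 with no filter on low values, 51 with equal totals, 4 without a trend in the spread, 261 with library weights, and 0 without KO estrus 1 and 3 (1450 at an unadjusted p under 0.05).

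Of the lists averaged over both stages, the 81 ribosomal protein genes were higher (median 0.35, camera adjusted p = 2.3e-23; adjusted p = 0.777 with an estimated correlation), with no called member. Oxidative phosphorylation genes were higher (median 0.11, adjusted p = 1.8e-04; adjusted p = 0.824 with an estimated correlation), a call lost when the length trend was removed (0.231), where the median fell to 0.06 (quartiles 0.04 and 0.195 before, -0.03 and 0.12 after). Their median was 0.07 without KO estrus 1 and 0.06 without KO estrus 1 and 3. Cell cycle genes were higher (median 0.32, adjusted p = 4.6e-04; adjusted p = 0.777 with an estimated correlation), with a median of 0.20 without KO diestrus 2. Cholesterol synthesis genes were lower (median -0.30, adjusted p = 0.0025; adjusted p = 0.777 with an estimated correlation), lost without KO diestrus 2 (0.05001), with a median of -0.15 without KO estrus 1 and 3. Immediate-early genes were higher (median 0.13, adjusted p = 0.0158; adjusted p = 0.777 with an estimated correlation), lost without WT diestrus 1 (0.21) and when the length trend was removed (0.137), where the median was 0.11 (quartiles 0.00444 and 0.29 before, -0.00169 and 0.33 after). Their median was 0.23 without WT diestrus 2. The p53 target genes were lower (median -0.22, adjusted p = 0.0158; adjusted p = 0.777 with an estimated correlation), lost without WT diestrus 2 (0.17, median -0.07), with a median of -0.11 without KO diestrus 2.

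In WT cells several lists were called between the stages by camera with the preset correlation, and none with an estimated one. The 33 interferon-induced genes had a median log2 difference of 0.36 between estrus and diestrus (camera adjusted p = 2.4e-07; adjusted p = 0.688 with an estimated correlation), and this call was kept without each of the 10 libraries, although the mean list score of WT estrus 3 (-0.29) lay between those of the WT diestrus libraries (-0.14 and -0.44) and the median was 0.14 without WT estrus 2. The antiviral synthase gene Oas1a had 109 ± 15.9 counts at estrus (n = 3) and 72 ± 17 at diestrus (n = 2), and Irf7 had 287 ± 68.7 and 152 ± 30.4, neither past the test. Unfolded protein response genes were lower at estrus (median -0.21, adjusted p = 3.5e-04; adjusted p = 0.706 with an estimated correlation), lost without WT diestrus 2 (0.831), where the median turned to 0.01. It was -0.10 without WT estrus 2 and -0.40 without WT diestrus 1. Immediate-early genes were higher (median 0.17, adjusted p = 0.00269; adjusted p = 0.618 with an estimated correlation), lost without WT diestrus 1 (0.339, median 0.10), with a median of 0.30 without WT diestrus 2. Luminal progenitor genes were higher (median 0.21, adjusted p = 0.00447; adjusted p = 0.688 with an estimated correlation), lost without WT diestrus 2 (0.851, median 0.10) and with a mean of at least 50 (0.0576), with a median of 0.51 without WT diestrus 1. Oxidative phosphorylation genes were higher (median 0.09, adjusted p = 0.00797; adjusted p = 0.788 with an estimated correlation), lost without WT estrus 1 (0.618, median 0.01) or WT diestrus 2 (0.26, median 0.05) and when the length trend was removed (0.116, median 0.06, quartiles 0.03 and 0.14 before, -0.01 and 0.12 after). Their median was 0.13 without WT diestrus 1. The macrophage markers were lower (median -0.72, adjusted p = 0.0162; adjusted p = 0.706 with an estimated correlation), lost without WT estrus 3 (0.846), where the median turned to 0.06, and without WT diestrus 1 (0.429, median -0.36), KO diestrus 1 (0.054) or KO estrus 1 and 3 together (0.0521). It was also lost with no filter (0.147), a mean of at least 50 (0.143) and replicate numbers as a block (0.315). The median was -1.27 without WT estrus 2 and -1.14 without WT diestrus 2. Cell cycle (median 0.17, adjusted p = 0.0312), ribosomal protein (-0.08, 0.0312), integrated stress response (-0.10, 0.042) and heat shock genes (0.10, 0.042) were called as well, with an adjusted p of 0.706 to 0.812 with an estimated correlation. Without WT estrus 2 these 4 were lost, at 0.135, 0.13, 0.699 and 0.132, and the integrated stress response median was -0.04. Without WT diestrus 2 they were lost at 0.91, 0.309, 0.851 and 0.0553, and the cell cycle and integrated stress response medians turned to -0.04 and 0.04. The ribosomal and heat shock medians were -0.05 and 0.17 there. Without WT estrus 1 the cell cycle, integrated stress response and heat shock medians were 0.31, -0.17 and 0.21. Without WT diestrus 1 the first 2 of these were 0.41 and -0.21. Without WT estrus 3 the cell cycle (0.419, median 0.10), ribosomal (0.253) and heat shock (0.126) calls were lost. Without KO estrus 1 the cell cycle (0.0502) and integrated stress response calls (0.0502) were lost, and without WT diestrus 1 the heat shock call (0.221). The last losses were those without KO diestrus 2, of the integrated stress response (0.0885) and heat shock calls (0.0504). Replicate numbers as a block ended the cell cycle (0.101), heat shock (0.208) and ribosomal calls (0.553, median 0.01). A mean of at least 50 ended the cell cycle (0.143) and integrated stress response calls (0.143), and quantile normalization the ribosomal (0.052) and integrated stress response calls (0.0618). The cell cycle call was also lost without KO estrus 1 and 3 (0.0894), and the heat shock call with no filter (0.0685) and when the length trend was removed (0.0566, median 0.11, quartiles 0.01 and 0.32 before, -0.02 and 0.32 after). The 26 estrogen-induced genes had a median of -0.28 (adjusted p = 0.0519).

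Over all genes, limma called 0 genes between estrus and diestrus in WT, the smallest adjusted p was 0.0824, and 588 genes had an unadjusted p under 0.05, fewer than the 759 expected by chance. The count was 6 without WT estrus 1, 6 without WT diestrus 1, and 1 without WT estrus 2, KO estrus 1, KO estrus 2 or KO estrus 3. It was 1 with library weights, 1 with replicate numbers as a block and 2 without KO estrus 1 and 3.

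In KO cells many genes differed between the stages, with Ly6c1 and Ccnd1 higher at estrus and Mthfd2 and Psat1 lower. Ly6c1 had 1980 ± 469 counts at estrus (n = 3) and 146.5 ± 43.1 at diestrus (n = 2) (limma log2 3.75 ± 0.54, adjusted p = 0.00453). Mthfd2, a mitochondrial enzyme of folate metabolism, had 221 ± 25.5 counts at estrus and 1054 ± 230 at diestrus (log2 -2.24 ± 0.31, adjusted p = 0.00357), and the serine synthesis gene Psat1 99.3 ± 41 and 410 ± 110 (-2.08 ± 0.40). Cyclin D1 (Ccnd1), which drives entry into the cell cycle, had 1018 ± 125 and 363 ± 15.6 counts (1.48 ± 0.22, adjusted p = 0.0047). Also among the largest rises were Sprr2a2 (5.65), Sprr2a1 (5.52), Ly6i (4.92), Fam90a1a (3.87), Defb1 (3.72), Rnu3b2 (3.21) and Rnu3b3 (3.11). The largest falls were those of Cdh13 (-4.01), Dmbt1 (-2.76, and -1.71 without KO diestrus 1), Nckap1l (-2.42), Clca3a2 (-2.37), Clca3a1 (-2.29), Zfp951 (-2.24), Serpine2 (-2.09) and Nrxn3 (-2.03). limma called 2524 genes, 1165 higher and 1359 lower at estrus, 762 of them with an absolute log2 difference above 1. Quantile normalization (1325 higher and 1185 lower) and removal of the length trend (794 and 689) turned the majority. The count was 39 without KO diestrus 2, 156 without KO diestrus 1 and 1326 without KO estrus 1, and 1483 when the length trend was removed, 1626 with no filter on low values, 3884 with library weights and 197 without KO estrus 1 and 3.

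As groups, lists were called in KO between the stages by camera with the preset correlation. None was called with an estimated one. Of 79 oxidative phosphorylation genes 55 rose over all genes and 70 adjusted over the list alone, with Uqcr10 (log2 0.89 ± 0.15) and Ndufc1 (0.86 ± 0.15) among them and a median of 0.62 (camera adjusted p = 1.3e-21; adjusted p = 0.776 with an estimated correlation). Those 70 ran from 39 to 71 with 1 library left out. Of 36 cell cycle genes 10 rose, with cyclin B2 (Ccnb2) at 70.3 ± 20.4 counts at KO estrus and 1 ± 0 at KO diestrus (log2 5.11 ± 0.51), and with Ube2c (3.36) and Aurkb (4.03). Adjusted over the list alone 14 were higher and 2 lower, with a median of 0.94 (camera adjusted p = 4.4e-05; adjusted p = 0.776 with an estimated correlation) and of 0.60 without KO diestrus 1. With 1 library left out, those higher ran from 5 to 17 and those lower from 0 to 2. Of 30 unfolded protein response genes 11 fell, with the chaperone Hyou1 (-1.14 ± 0.19), calnexin (Canx, -0.79 ± 0.16), Sec24d (-1.39 ± 0.18) and Atf6 (-0.90 ± 0.19), and 19 were lower and 2 higher adjusted over the list alone (median -0.55, camera adjusted p = 6.3e-06; adjusted p = 0.776 with an estimated correlation). Those 19 and 2 ran from 7 to 21 and from 0 to 2 with 1 library left out. Of 31 integrated stress response genes 11 fell and 3 rose, with Mthfd2, Gars (-1.09) and Sesn2 (-1.25) among those lower and Stc2 (1.02) higher (median -0.46, camera adjusted p = 0.00967; adjusted p = 0.776 with an estimated correlation). Ribosomal protein genes (11 of 81 rose, 49 adjusted over the list alone, median 0.56, camera adjusted p = 1.4e-15; adjusted p = 0.776 with an estimated correlation) included Rpl28 (0.74) and Rps4x (0.73), and the median was 0.32 without KO estrus 1. The count adjusted over the list alone ran from 0 to 79 with 1 library left out. Short transcripts were higher at estrus in this comparison. The Spearman correlation between transcript length and the log2 difference was -0.49 across the 9338 genes of the length trend. Removal of the length trend left medians of 0.28 for the ribosomal protein and 0.42 for the oxidative phosphorylation genes, with both calls kept. Immediate-early genes (6 of 30 rose, median 0.49, camera adjusted p = 1.9e-04; adjusted p = 0.664 with an estimated correlation) included Klf2, at 2481 ± 612 and 858 ± 25.5 counts, and Arc (1.42). Interferon-induced genes (5 of 33 rose and 1 fell, median 0.42, camera adjusted p = 0.0104; adjusted p = 0.776 with an estimated correlation) included Oas1a (1.27), Bst2 (1.26), Irf7 (0.92) and Ddx58 (-1.01), and that call was lost without KO estrus 3 (0.137, median 0.27), KO diestrus 1 (0.055) or KO estrus 1 and 3 together (0.331, median 0.18). The 13 mitochondrially encoded genes (median 0.54, adjusted p = 0.023; adjusted p = 0.776 with an estimated correlation) had no called member, and their call was lost without KO estrus 1 (0.325, median 0.24) or KO diestrus 1 (0.142). Without KO diestrus 2 the called members numbered 0 for oxidative phosphorylation, 1 for the cell cycle, and 0 for the unfolded protein response, the integrated stress response, the immediate-early, the interferon-induced and the ribosomal genes, and without KO diestrus 1 they numbered 0, 2, 1, 3, 0, 0 and 0. Without KO estrus 1 they numbered 27 for oxidative phosphorylation, 5 for the cell cycle, 6 for the unfolded protein response, 3 for the interferon-induced and 0 for the ribosomal genes. Of the cell cycle genes 6 were called without KO estrus 2, of the immediate-early genes 2 without KO estrus 2, and of the unfolded protein response genes 17 without KO estrus 3. The called ribosomal genes numbered 74 without KO estrus 3, 1 without KO estrus 2, 0 without WT diestrus 1 or WT diestrus 2, 5 without WT estrus 2 and 6 without WT estrus 3. The cell cycle call was also lost with a mean of at least 50 (0.0851, median 0.31), as was that of the integrated stress response (0.0749, median -0.43).

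Several hormone-related genes also differed between the stages in KO, without a list call. Of 26 estrogen-induced genes 5 rose and 1 fell (median -0.03, mean 0.09, camera adjusted p = 0.475), with Ccnd1, Stc2 and Tpd52l1 (0.97) higher and Myb (-1.27) lower at estrus. Of 23 hormone-sensing luminal genes 4 rose and 2 fell, with the luminal transcription factor Gata3 (0.74 ± 0.16), Wnt4 (0.64) and Spdef (0.62) higher (median 0.10, camera adjusted p = 0.536). The sort marker Ly6a rose (1.02) and Itga6 (-0.52) and Itga2 (-1.51) fell. Of 23 cholesterol synthesis genes 5 fell and 2 rose, with Sqle (-1.15) and Sc5d (-0.89) lower (camera adjusted p = 0.187). Of 33 NRF2 genes 6 rose and 3 fell, with Gstm1 (1.74 ± 0.19), Gstm4 (1.31) and Gstp1 (0.87) higher and Txnrd1 (-0.77) lower (camera adjusted p = 0.223). Of 10 macrophage markers C1qb (4.04), H2-Ab1 (1.87) and Cd74 (2.35) rose (median 1.69, camera adjusted p = 0.0851). Of 21 ERK feedback genes 3 rose and 4 fell, with Ccnd1, Etv1 (1.15) and Etv4 (1.36) higher and Dusp4 (-0.80), Dusp7 (-0.70), Epha2 (-0.79) and Spred1 (-1.01) lower. Their median was -0.33 (camera adjusted p = 0.709). Of 11 prolactin and STAT5 genes 2 rose and 1 fell, with Cited4 (1.36) and Socs3 (0.93) higher and Stat5b (-0.71) lower (camera adjusted p = 0.417). Of 14 progesterone-induced genes 2 rose (4 without WT estrus 1 and 1 without KO estrus 2), with a median of 0.49. The clock genes Cry1 (-1.03) and Nr1d2 (-1.08) fell. Many of these calls were lost in other fits: of 102 genes named in this comparison, 42 were no longer called with the length trend removed. Without KO estrus 1 the number lost was 35, and without KO estrus 2 it was 28. Omission of KO diestrus 1, of KO diestrus 2, or of KO estrus 1 and 3 together leaves 1 KO library at that stage. Those fits cannot show what the calls rest on. Without KO diestrus 1 and without KO diestrus 2, in this order, the called members numbered 1 and 0 of the estrogen-induced, 0 and 0 of the hormone-sensing, 1 and 0 of the cholesterol synthesis, and 2 and 2 of the NRF2 genes. They numbered 0 and 0 of the macrophage, 1 and 0 of the ERK feedback and 0 and 0 of the prolactin and STAT5 genes. Without KO estrus 1 they numbered 2 of the hormone-sensing and 0 of the macrophage genes, and of the latter 1 was called without KO estrus 2.

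**Figure D4:**
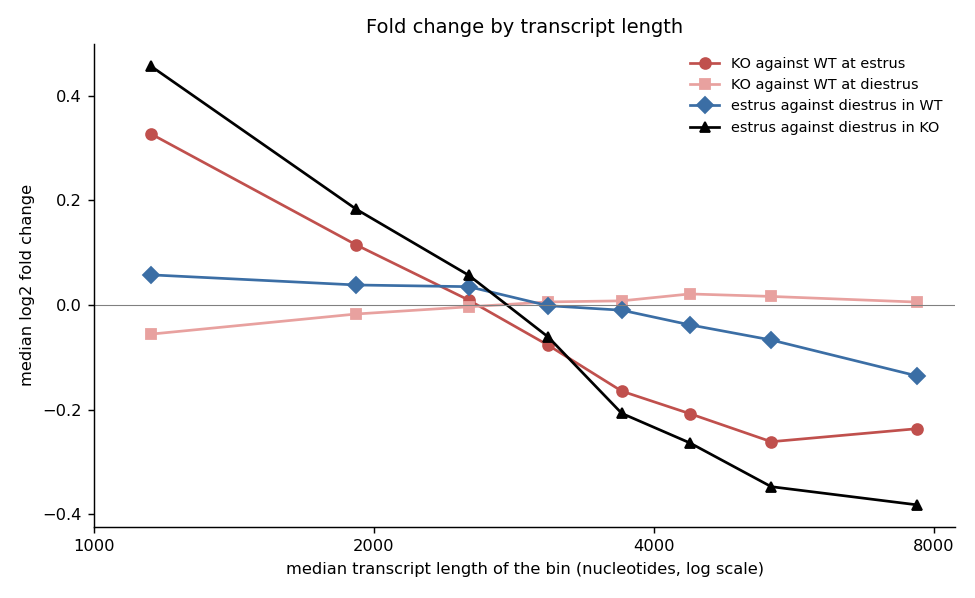
Median log2 difference in 8 bins of transcript length (nucleotides, log axis) for 4 comparisons, over 9338 protein-coding genes with a mean of at least 100 normalized counts. Between KO and WT at estrus it runs from 0.33 in the shortest to -0.24 in the longest bin.

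Whether the genotype difference itself depended on the stage was tested as an interaction, and limma called 0 genes, with 2150 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0812. The count was 2 without WT estrus 2, 3 without KO estrus 3, 3 with quantile normalization, 6 with library weights and 1 without KO estrus 1 and 3. As groups, ribosomal protein genes had a difference between KO and WT that was 0.66 (median log2) larger at estrus than at diestrus (camera adjusted p = 1.7e-21; adjusted p = 0.792 with an estimated correlation), and oxidative phosphorylation genes one that was 0.56 larger (adjusted p = 1.8e-20; adjusted p = 0.789 with an estimated correlation). Both calls were kept without each of the 10 libraries and on removal of the length trend, which left medians of 0.40 and 0.33. Without KO estrus 1 the ribosomal median was 0.42. Across the 9338 genes of the length trend, transcript length and the log2 difference between KO and WT had a Spearman correlation of -0.46 at estrus. At diestrus it was 0.07. For the interaction it was -0.42. The stage differences of WT and KO had a Pearson's r of 0.29 across genes, and 2043 of the 2524 genes called in KO (80.9%) had the same sign in WT.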

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

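The 2 tests on neighbouring genes, the interval from resampling the members of a list and the removal of the length trend were chosen only after the result was seen.

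In 7 gene lists the difference between KO and WT at estrus was not the same as at diestrus, in a test of the interaction (limma's camera, preset correlation). With an estimated correlation the adjusted p of these 7 lists was 0.789 to 0.792, and limma called 0 single genes (2150 at an unadjusted p under 0.05; 2 genes without WT estrus 2 and 3 without KO estrus 3). Values are the median over the members of each gene's own interaction term (log2), which is not the difference of the 2 stage medians. For the 81 ribosomal protein genes it was 0.66 (adjusted p = 1.7e-21; 0.42 without KO estrus 1), and for the 79 oxidative phosphorylation genes 0.56 (adjusted p = 1.8e-20). For the 10 macrophage markers it was 2.39 (adjusted p = 0.00121), and the medians within the stages were 1.28 and -0.999. For the 36 cell cycle genes it was 0.53 (adjusted p = 0.00121), lost without WT diestrus 1 (0.0632, median 0.31) or KO diestrus 1 (0.0527), with a median of 0.95 without WT diestrus 2 and 0.83 without KO diestrus 2, a range of 1.9e-06 to 0.0632 over the omissions of 1 library, and with a mean of at least 50 (0.221). For the 30 unfolded protein response genes it was -0.36 (adjusted p = 0.00231), lost without WT diestrus 1 (0.377, median -0.17, range 8.5e-08 to 0.377), with a median of -0.56 without WT diestrus 2. For the 30 immediate-early genes it was 0.25 (adjusted p = 0.0466), lost without WT estrus 1 (0.167), WT estrus 3 (0.0722), WT diestrus 2 (0.302) or KO diestrus 1 (0.0858, range 0.00364 to 0.302), and with no filter (0.0507), a mean of at least 50 (0.0786), quantile normalization (0.121), library weights (0.0616) and the length trend removed (0.314). In that last fit the median stayed at 0.24 while the quartiles went from 0.07 and 0.54 to -0.10 and 0.54. The mean z score of the members fell from 0.683 to 0.389 and that of all other genes rose from -0.036 to 0.0159, so the size of the median did not end the call. For the 26 estrogen-induced genes it was 0.41 (adjusted p = 0.0477), lost without WT estrus 1 (0.0545), WT estrus 3 (0.0732), KO estrus 1 (0.0589), KO estrus 2 (0.111, median 0.20), WT diestrus 2 (0.0923) or KO diestrus 1 (0.148, range 0.0185 to 0.148), and with no filter (0.121), a mean of at least 50 (0.0786), quantile normalization (0.0757) and the length trend removed (0.0592), with the median at 0.38 (quartiles -0.06 and 0.68 before, -0.14 and 0.81 after). Without KO estrus 1 and 3 it was 0.68. The macrophage call was kept without each of the 10 libraries and lost with a mean of at least 50 (0.119).

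Ribosomal protein genes (median 0.68, and 0.44 without KO estrus 1) and oxidative phosphorylation genes were higher in KO at estrus, in libraries where short transcripts as a whole were higher, and the called genes followed length too (median transcript of 1516 nucleotides in genes higher and 4340.5 in genes lower). Removal of each library's length and GC trend left the ribosomal median at 0.46, 67.9% of its size (62.5% to 77.4% on resampling). The camera adjusted p was 6.4e-22, and 0.841 with an estimated correlation. This argues against the trend, as fitted, as the whole cause. The fit used 1 annotated length per gene (median 1049 nucleotides in this list), and other choices of length were not tested. The lowest of the 3 medians under other scalings, 0.69, argues against scaling between libraries. For oxidative phosphorylation the median left was 0.23, 52.8% of its size, and although this met the bound of more than 50% set in advance with the call kept (camera adjusted p = 2.7e-07; adjusted p = 0.841 with an estimated correlation), the interval of 42.9% to 64.8% reaches below it, so the trend may account for much of this difference and stays open. Of the 637 called genes 27.2% (173) were still called, and in the 464 others the median absolute log2 difference shrank from 0.75 to 0.52 while the SE went from 0.17 to 0.15, so these calls ended because the differences shrank, and the trend stays open for them. Since the trend was steepest in KO estrus 1 and 3, it cannot be told apart from an effect of RSK2 loss on short transcripts in these called genes.

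Cell cycle genes were higher in KO at estrus, with a median of 0.80, in cells sorted for low CD49f, Sca-1 and no CD49b, a gate set to remove basal cells and luminal progenitors. Removal of the length trend left 0.86, 108% of its size (87.8% to 159%; camera adjusted p = 2.7e-07, adjusted p = 0.841 with an estimated correlation), which argues against the trend as the whole cause. More luminal progenitor or basal cells could still raise cell cycle genes: the luminal progenitor list had a median of -0.14 (quartiles -0.33 and 0.43; 3 members higher and 2 lower at an unadjusted p under 0.05) and the basal list -0.30 (quartiles -0.48 and 0.29; 1 higher and 0 lower, limma). Both medians met the bound below 0 set in advance against such cells, and Itga2 (109 ± 59.6 counts in KO, 206 ± 13.3 in WT) and Itga6 (3112 ± 294 and 4238 ± 489), which encode CD49b and CD49f, were lower in KO as well, but the members go both ways by more than the median and the 2 genes missed the threshold (adjusted p = 0.0732 and 0.0852), so both explanations stay open. Macrophage markers were higher in the same comparison (median 1.28, camera adjusted p = 0.0211, adjusted p = 0.793 with an estimated correlation, lost without WT estrus 3 (0.246, median 0.69), KO estrus 1 (0.123) or KO estrus 2 (0.0503), while the cell cycle call was kept in these fits), so other cells that carry cell cycle transcripts stay open too, although the sort for high EpCAM would remove macrophages, beside a growth effect of RSK2 loss.

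Neighbouring genes of different families were called the same way in the averaged genotype comparison: Pdlim4 and P4ha2 on chromosome 11, both lower, and Plac9 and Tmem254 genes on chromosome 14, both higher, where the copies of that segment were counted once. Inherited differences between the animals at single loci may give such pairs: as many as these 2 pairs arose in a share of 0.0162 of 10000 random placements of the calls, which met the bound for this explanation, but it was written after the pairs were noticed, and with the families first noticed left out 1 pair remained (share 0.154), so this stays open. An earlier version that shifted all calls along the genome gave a share of 0.833 and was replaced, since a shift keeps called neighbours together. Reads shared between near-identical copies would leave no pair of different families, and 2 were found, against a mean of 0.186 over the placements. The pairs had been noticed before this test was written. A first bound of 3 pairs was replaced, since this explanation forbids any. The count thus restates the pairs that prompted the test, so it cannot decide on shared reads, which stay open. An effect of RSK2 loss on these genes was not tested apart from the genotype comparison itself.

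Other splits of the 6 estrus libraries into 3 and 3 were counted for the 637 calls. The real split was the 1 of 10 with as many genes, the highest other split called 9, and 10 splits are too few for a share under 0.05. For the 101 genes called on average over both stages, 1 of 60 splits within stages, the real one, gave as many. The highest other split gave 30. This is the smallest share that 60 splits allow, and it argues against a random split of the libraries for this count. It cannot tell genotype from other differences between the same libraries. The count was 43 without WT estrus 2, 42 without WT estrus 3, 59 without KO estrus 1 and 60 without KO estrus 2. It was lower still on omission of a diestrus library, which leaves 1 library in that group. The estrus count without single libraries ran from 67, without WT estrus 2 or WT estrus 3, over 73 without KO estrus 1, 104 without KO diestrus 2, 110 without KO diestrus 1, 171 without WT diestrus 2 and 172 without WT diestrus 1 up to 910.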

How the results depend on the processing

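Trimmed mean scaling, removal of the length and GC trend and omission of KO estrus 1 and 3 together were tests chosen only after the result was seen.

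No gene named and called turned its sign in any alternative run. Of 46 list calls 5 turned the sign of their median, all between stages in WT and with the call lost: the ribosomal protein genes from -0.08 to 0.0115 with replicate numbers as a block, and 4 lists without 1 library. These were the macrophage markers, from -0.72 to 0.0614 without WT estrus 3, and, without WT diestrus 2, the cell cycle genes, from 0.17 to -0.0394, the unfolded protein response genes, from -0.21 to 0.0114, and the integrated stress response genes, from -0.10 to 0.0427. Over all omissions of 1 library these 4 ran from -1.27 to 0.0614, from -0.0394 to 0.41, from -0.40 to 0.0114 and from -0.21 to 0.0427. Of 152 list results without a call, 102 turned the sign of their median in at least 1 alternative, and so did 17 of 46 gene results without a call. Counts of genes stayed within 1.5 times the reported ones under pseudocounts of 0.5 and 5 and under trimmed mean scaling, and the Rps6ka3 level stayed on its side of the threshold in each alternative. With no filter on low values the counts were 89 at estrus, 0 at diestrus (limma, 1413 at an unadjusted p under 0.05), 10 averaged, 1626 between stages in KO and 0 shared between the stages' genotype calls, where more genes of low level were tested. For the other alternatives the cause was not tested. With a mean of at least 50 there were 3 at diestrus and 0 shared. Equal totals gave 51 averaged and 0 shared, and 491 of the 637 estrus calls were kept. Quantile normalization gave 3 interactions. Without a trend in the spread there were 44 at estrus, 2 at diestrus, 4 averaged and 0 shared. Library weights gave 229 at estrus, 147 at diestrus, 261 averaged, 1 between stages in WT, 3884 in KO, 6 interactions and 9 shared. Replicate numbers as a block gave 996 at estrus and 1 between stages in WT, but they did not pair the libraries, since 3 of 13 pairs with the same number had a residual correlation above 0.1 (-0.21 to 0.20). Removal of the length and GC trend gave 214 at estrus, with 173 of the 637 kept, and 1483 between stages in KO. The compared groups alone gave 23 at estrus, 98 at diestrus and 0 shared. Without KO estrus 1 and 3 there were 0 at estrus (limma, 1903 at an unadjusted p under 0.05), 14 at diestrus, 0 averaged (1450), 2 between stages in WT, 197 in KO, 1 interaction and 0 shared, with fewer libraries in the fit.

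With each of the 10 libraries left out in turn, the counts ran from 67 (without WT estrus 2 or WT estrus 3) to 910 (without KO estrus 3) at estrus, from 0 (without any diestrus library) to 27 (without KO estrus 3) at diestrus, and from 0 (without WT diestrus 2 or KO diestrus 2) to 76 (without WT estrus 1) averaged. They ran from 0 to 6 (without WT estrus 1 or WT diestrus 1) between stages in WT, from 39 (without KO diestrus 2) to 2914 (without WT estrus 1) in KO, from 0 to 3 (without KO estrus 3) for interactions, and from 0 to 3 (without WT estrus 1 or KO estrus 3) for shared calls. Where 1 library was left in a group, here and without KO estrus 1 and 3 together, the fit assumes that it varies like the other groups. The list calls over all contrasts numbered 46 as reported, 40 to 54 with 1 library left out and 0 with an estimated correlation (camera, preset and estimated). The planned tests on whole read counts in edgeR and DESeq2, and the scaling planned for them, were not run. At this depth and number of libraries the fit called 57.6% of simulated genes changed 2 fold at estrus and 35.4% at diestrus.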

Other observations

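The genes and lists in this part were chosen after their values were seen, and the omission of single libraries for the genes in this part was among the tests added then.

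Marker genes of other cell types varied between the groups. The 5 lymphocyte markers had a median level of 51 normalized counts in KO diestrus and 11.5 in WT diestrus. There KO diestrus 1 stood apart, with a mean list score of 2.59 against -0.29 in KO diestrus 2. The 4 fibroblast markers had a median level of 320 normalized counts in WT estrus and 308 in WT diestrus, against 96.8 in KO estrus and 63 in KO diestrus. Single libraries did not all follow these medians: Dcn had 731, 3065 and 88 counts in the 3 KO estrus libraries and 630, 1007 and 1591 in the 3 WT estrus libraries. The sort for high EpCAM would remove fibroblasts and blood cells. The haemoglobin gene Hba-a1 had 198.5 ± 50.2 counts in KO diestrus (SD, n = 2) and 44 ± 22.6 in WT diestrus (n = 2), with a limma log2 difference of 2.22 ± 0.83 (SE, adjusted p = 0.709). At estrus the basal keratin gene Krt14 had 189 ± 52.5 counts in KO and 464 ± 384 in WT (adjusted p = 0.258), and Krt5 233 ± 239 and 54.3 ± 22.5 (limma log2 1.56, adjusted p = 0.155). Krt5 was called without KO estrus 3 (log2 2.40, adjusted p = 0.0246), and without KO estrus 1 its log2 difference was 0.70 (adjusted p = 0.469). The luminal keratin gene Krt8 had 143971 ± 23092 counts in KO estrus and 163810 ± 31168 in WT estrus (adjusted p = 0.716).

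Nnt, the mitochondrial transhydrogenase gene that is partly deleted in C57BL/6J mice, had 573.5 ± 61.5 counts in WT diestrus and 142 ± 36.8 in KO diestrus (n = 2 and 2, limma log2 -2.03 ± 0.31, adjusted p = 0.0572). With 1 library left out that adjusted p ran from 0.0136 to 0.573, and the gene was called without KO estrus 2 (0.0394) or KO estrus 3 (0.0136). At estrus it had 243 ± 47.9 counts in WT and 232 ± 74.7 in KO (n = 3 and 3). Averaged over both stages it was called lower in KO (log2 -1.06 ± 0.20, adjusted p = 0.0457). That call was kept without KO estrus 2 (0.033) or KO estrus 3 (0.0434) and lost without each of the other 8 libraries: WT estrus 1 (0.072), WT estrus 2 (0.0551), WT estrus 3 (0.077), KO estrus 1 (0.0711), WT diestrus 1 (0.0926), WT diestrus 2 (0.263), KO diestrus 1 (0.102) and KO diestrus 2 (0.264).

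Wdfy1 had 553, 1063 and 472 counts in the 3 WT estrus libraries and 1434, 1794 and 2200 in the 3 KO estrus libraries, but 1945 and 1797 in WT diestrus and 1277 and 1256 in KO diestrus, and its interaction had an adjusted p of 0.165 (limma). Greb1, a gene induced by estrogen through its receptor, had 178.5 ± 98.3 counts in WT diestrus and 24.5 ± 16.3 in KO diestrus (limma log2 -2.86 ± 1.33, adjusted p = 0.836), and 75.3 ± 88.1 and 17.3 ± 4.04 at estrus. Averaged over both stages Greb1 was called without WT estrus 3 alone (log2 -2.63, adjusted p = 0.0386).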
